A study of Mus musculus with 100 samples. Its data were reported in "MYT1L haploinsufficiency in human neurons and mice causes autism-associated phenotypes that can be reversed by genetic and pharmacologic intervention" (2023).

How the data were processed

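Bulk RNA sequencing was performed on mouse cortex from wild-type animals (WT) and from animals with 1 (HET) or 2 (HOM) copies of a Myt1l frameshift allele. Per the labels, whole cortex was taken at embryonic day 18.5 (E18.5) and prefrontal cortex on the day of birth (P0), on postnatal day 22 (P22) and at 3 months (adult), so comparisons between E18.5 and later ages also compare dissections. Per the study's methods, libraries were made with the dUTP protocol, which keeps strand, and reads were mapped to mm10 with STAR. The counting tool, its strand setting and the annotation were not given in the sources used here. Since the strand setting was not given, reads of a gene and of its antisense partner were not taken as separable. The authors deposited raw read counts per gene and library for 100 libraries and 55483 genes, with gene lengths and coordinates. The authors also deposited size-factor normalised counts per animal, and those 53 columns were not used because the raw counts of the same libraries were. The authors' deposited table of comparisons holds shrunken log2 fold changes, p-values and adjusted p-values from DESeq2 Wald tests with genetic sex as covariate, recalibrated with fdrtool where the authors judged the null distribution to be off. Those values are printed only as the authors' own, in sentences that say so.

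Genotype, age, sex and sequencing batch (1 or 3) were taken from the labels, which give the batch as a sequencing identifier and do not say whether libraries were also prepared in these batches. Groups were formed by age and genotype. The animal was the replicate. In 47 animals with 2 libraries, the counts of both libraries differed by a chi-square per degree of freedom of 1.19 to 1.35 (median 1.28, genes with a pair count of at least 10), against 4.26 to 83.1 (median 29.7) for 119 pairs of libraries from different animals of a group. Pearson correlations of log2 CPM (counts scaled to library size) across genes were 0.992 to 0.996 within animals and 0.960 to 0.994 between animals, with genes not being independent replicates. The libraries of an animal were therefore summed to 1 sample. Counts of Xist and of Y-linked genes matched the sex label in 53 of 53 animals.

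Counts were tested in R 4.3.3 with edgeR 4.0.16 by the quasi-likelihood F test, with TMM normalisation, the tool's filter on low counts, and sex as covariate, in 1 fit per age over all genotypes. Genes were called at a Benjamini-Hochberg false discovery rate (FDR) under 0.05, all tests were 2-sided, and fold changes are given as log2 ± standard error (SE). Levels are CPM scaled by TMM, or log2 CPM with a prior count of 2, and gene list scores are means of log2 CPM over the members. HOM was also compared with HET. The HET effect at P22 and in adults was compared with that at E18.5 and P0 in 1 fit of the 4 ages, and the P22 HET effect was compared between males and females. The difference of the HOM effect between P0 and E18.5 was added after the data were examined. Myt1l was also tested with exact permutation of log2 CPM over animals, adjusted over 6 comparisons. The size of HET changes relative to HOM changes was estimated as a slope through the origin with limma 3.58.1, over genes called in HOM against one part of the WT animals, with HET set against the other part, as a median over splits of the WT animals.

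A total of 30 gene lists were fixed from textbook knowledge before the data were examined: cell cycle, radial glia, intermediate progenitors and new neurons, NOTCH pathway, WNT pathway, presynapse, glutamatergic postsynapse, GABAergic interneuron, upper layer neurons, deep layer neurons, sodium, calcium and potassium channels, skeletal and cardiac muscle, fibroblast and meninges, choroid plexus, erythroid, endothelial, mural, microglia, astrocyte, oligodendrocyte precursor (OPC), oligodendrocyte, immediate early genes, striatum, thalamus, oxidative phosphorylation, cytosolic ribosomal proteins, mitochondrially encoded genes and autism risk. Some genes belong to several lists. Lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. Adjusted p-values of lists come from camera with the preset correlation unless another test is named. The tests, most alternatives and a rule for the genes to be named were also fixed before the data were examined. The rule named Myt1l, its relatives Myt1 and St18 and genes the study names for MYT1L, the 8 largest rises and 8 largest falls among called genes with a mean log2 CPM of at least 1 and all mutant animals on the same side of the WT mean, up to 4 members of each list with the smallest p, and 5 genes for each comparison without WT. Predicted genes, pseudogenes, Xist and Y-linked genes were left out of the largest changes. Tfap2b, also under that rule, passed the filter in no comparison with HOM. Some genes under that rule are not reported here.

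The 6 comparisons with WT were tested on simulated counts drawn from the real means and library sizes, with 200 changed genes, and comparisons without WT were not. In E18.5 HOM against WT, with 18173 genes, 47.8% of genes changed 1.5-fold, 77.6% of those changed 2-fold and 98.5% of those changed 4-fold were recovered. The shares were 58.2%, 80.6% and 98.5% in E18.5 HET against WT, 53.7%, 92.5% and 100% in P0 HOM against WT with 18350 genes, 40.3%, 83.6% and 100% in P0 HET against WT, 80.6%, 95.5% and 98.5% in P22 with 18584 genes and 62.7%, 92.5% and 100% in adults with 19043 genes. Unchanged genes called in the same simulations numbered 10 in E18.5 HET, 1 in E18.5 HOM, 11 in P0 HET, 5 in P0 HOM, 11 in P22 and 18 in adults, where 42, 62 and 66 changed genes were recovered. Data simulated without any change gave 0 calls in each of the 6. In other splits of the real animals, the highest count was from 2 (E18.5 HOM) to 7467 (adults). The simulated counts therefore do not show how often genes are called falsely, or which share is recovered, in the real samples. With the cell cycle list raised by 0.5 (log2) in simulated E18.5 HOM, camera called that list and 0 others of 30. Other splits of the real E18.5 HOM and WT animals called up to 21 lists, so that result does not carry over to the real samples. In data simulated with 400 genes changed 4-fold in HOM, of which the splits called a median of 369 to 381, HET shares of 0.25, 0.5 and 1 gave slopes of 0.229, 0.464 and 0.934 at E18.5 and 0.234, 0.469 and 0.948 at P0. The splits of the real animals had a median of 0 called genes at E18.5 and 1 at P0, so this test does not show that a slope is recovered under the conditions of the real data.

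Alternatives were DESeq2 1.42.0, median-ratio size factors, no filter on low counts, no covariate, sequencing batch as covariate, each batch alone, an FDR of 0.1, 1 library per animal, libraries kept apart with the animal as random effect, fits of only the groups compared or of all ages, and leaving out each animal in turn. Added after the data were examined were scores of other-tissue lists as covariates, p-values rescaled to an empirical null, and leaving out each animal for gene lists, for slopes, for the difference between late and early ages and for fits with batch as covariate.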

Results

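Transcripts were counted in the cortex of 53 mice, sequenced as 100 libraries, to ask how loss of MYT1L, a zinc finger transcription factor found in neurons, alters gene expression as the cortex develops. At E18.5 there were 5 WT, 6 HET and 5 HOM animals, and at P0 4 WT, 6 HET and 6 HOM animals. The later ages had WT and HET animals only, with 6 of each at P22 and 3 WT against 6 HET in adults. Summed per animal, 31.6 to 56.0 Mreads were counted at E18.5, 30.0 to 149.6 Mreads at P0, 31.1 to 53.8 Mreads at P22 and 29.6 to 61.0 Mreads in adults. The 6 deepest libraries, with 123 to 149.6 Mreads each, were the P0 animals of sequencing batch 1, and the other libraries held 14.5 to 30.6 Mreads. Batch 1 held 26 animals and batch 3 held 27, and both contained every group except adult WT, whose 3 animals were all in batch 1. Batch accounted for 90.1% of the variance along the first principal component at E18.5, 61.9% at P0, 96.1% at P22 and 99.3% in adults, against 5.88%, 19.4%, 0.146% and 26.3% for genotype. Among WT animals batch and sex coincided at E18.5 (2 females in batch 1, 3 males in batch 3) and at P0 (2 males in batch 1, 2 females in batch 3). The 2 HOM animals of P0 in batch 1 were both female. With sex as covariate, the P0 HET effect within batch 1 therefore rested on 1 HET animal, the male P0_HET_317. The E18.5 HET effect within batch 3 rested on 1 HET animal as well, the male E18.5_HET_733, since the HOM animals there were also male. Gene counts and list medians of HET within those batches share this limit. Within-batch values are given for Myt1l, for gene counts and for many of the gene lists, but not for lists in HOM against HET.

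The Myt1l transcript was higher in mutant than in WT cortex at E18.5, P0 and P22. Myt1l (ENSMUSG00000061911.15, mm10 chromosome 12, 29528384 to 29923213, plus strand) stood at 467 ± 61.7 CPM (SD, n = 5) in E18.5 WT. It was at 640 ± 115 CPM (n = 6) in HET and 889 ± 87.3 CPM (n = 5) in HOM. The fold changes of Myt1l below are those of the edgeR fit with sex as covariate, so they differ a little from ratios of these means, and they were 1.39-fold and 1.91-fold of WT. At P0 it stood at 432 ± 21.5 CPM (n = 4) in WT, 581 ± 51 CPM (n = 6) in HET and 932 ± 97.8 CPM (n = 6) in HOM. The fitted changes were 1.34-fold and 2.16-fold of WT. The fitted HET level was 1.25-fold of WT at P22 (239 ± 9.72 against 190 ± 11.5 CPM, n = 6 each) and 0.98-fold in adults (220 ± 26.9 CPM, n = 6, against 228 CPM in 3 WT). All mutant animals of E18.5, P0 and P22 lay above the mean of their WT group. In exact permutation tests adjusted over the 6 comparisons, p was 0.0182 for E18.5 HET and 0.0119 for E18.5 HOM. In the same exact tests it was 0.00952 for P0 HET, P0 HOM and P22 HET each, and 0.631 for adult HET. Over all genes with edgeR, Myt1l passed in E18.5 HOM (adjusted p = 0.0124) and P0 HOM (adjusted p = 1.12e-05) and in none of the HET comparisons.

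Within batches 1 and 3, the log2 difference of Myt1l was 0.46 and 0.69 in E18.5 HET, and 1.07 and 0.91 in E18.5 HOM. It was 0.31 and 0.35 in P0 HET, 0.88 and 1.05 in P0 HOM, and 0.34 and 0.30 in P22 HET. With sex as covariate, the 0.69 of E18.5 HET and the 0.31 of P0 HET each rested on 1 HET animal. In edgeR contrasts adjusted over the 6 pairs of ages, the adult HET effect on Myt1l differed from that at E18.5 by −0.48 ± 0.15 (log2, adjusted p = 0.0119). It differed from that at P0 by −0.45 ± 0.15 (adjusted p = 0.0134) and at P22 by −0.36 ± 0.14 (adjusted p = 0.0312). Adult batch 3 held HET animals only, and within batch 1 the adult difference was 0.08 ± 0.04. Read counts per gene do not resolve the deleted bases of the allele, so they check neither the labels at the level of protein nor its loss.

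**Figure D1:**
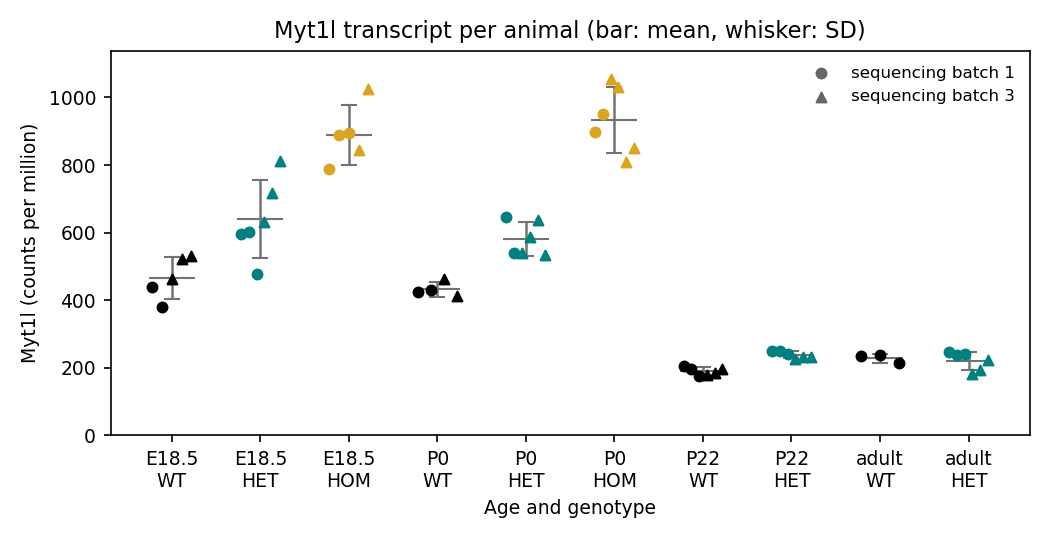
Myt1l level (CPM) of each animal by age and genotype, with symbols for the sequencing batch, bars for group means and whiskers for the SD. The HOM animals of E18.5 and P0 averaged 889 and 932 CPM against 467 and 432 CPM in WT, and adult HET averaged 220 CPM against 228 CPM in WT.

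In E18.5 HOM cortex, Mmp14, Cdca7 and Myt1l were among 28 genes that rose against WT, and Doc2a and Sstr1 among 29 genes that fell. Mmp14, a membrane-anchored matrix metalloproteinase (ENSMUSG00000000957.11, chromosome 14, 54431612 to 54445364), rose from 26.2 ± 4.42 to 59.4 ± 12.7 CPM (SD, n = 5 each), a log2 change of 1.17 ± 0.15 (adjusted p = 0.00903). Cdca7, a gene of dividing cells (ENSMUSG00000055612.15, chromosome 2, 72476159 to 72486893), rose from 13.5 ± 2.84 to 26.9 ± 2.50 CPM, with a log2 change of 1.00 ± 0.14 (adjusted p = 0.0156). Doc2a, a calcium sensor of neurotransmitter release (ENSMUSG00000052301.14, chromosome 7, 126847416 to 126852705), fell from 38.1 ± 10.2 to 17.3 ± 2.60 CPM, with a log2 change of −1.15 ± 0.23 (adjusted p = 0.0459). Sstr1, a somatostatin receptor (ENSMUSG00000035431.4, chromosome 12, 58211772 to 58214444), fell from 22 ± 2.35 to 10.5 ± 3.27 CPM, with a log2 change of −1.09 ± 0.18 (adjusted p = 0.0237). Other rises were those of Ptx3, a secreted pentraxin of innate immunity (1.14 ± 0.22), Fkbp14, a prolyl isomerase acting on collagen (1.14 ± 0.22), and Mro (1.13 ± 0.19). Also higher were H2-T23, a nonclassical class I histocompatibility gene (1.12 ± 0.19), and Rftn2, a lipid raft protein (0.99 ± 0.16). Other falls were those of Bean1 (−1.10 ± 0.20), Plk3, a polo-like kinase (−1.06 ± 0.17), and Ccn2, a matricellular growth factor (−0.96 ± 0.19). Lower too were Nptxr, a neuronal pentraxin receptor at excitatory synapses (−0.90 ± 0.15), Fzd9, a WNT receptor (−0.86 ± 0.17), and the cadherin Cdh9 (−0.79 ± 0.15). Each of these genes, and Myt1l with 0.93 ± 0.13, lay on the same side of the WT mean in 5 of 5 HOM animals. Of the relatives of Myt1l, Myt1 differed by 0.53 ± 0.14 (adjusted p = 0.119) and St18 by 0.34 ± 0.36, and neither passed. Among genes of interest in the study, the stem cell factors Sox2 (0.67 ± 0.33) and Sox9 (0.58 ± 0.32), the intermediate progenitor gene Eomes (1.34 ± 0.65) and Prrx1 (0.77 ± 0.27) did not pass. Id3 (−0.09 ± 0.23), Hes1 (−0.03 ± 0.21) and the neuronal tubulin Tubb3 (−0.16 ± 0.11) did not pass either.

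With edgeR, 57 of 18173 genes passed in E18.5 HOM against WT, 28 higher and 29 lower, and 2521 had an unadjusted p under 0.05, where 909 are expected by chance. Batch 1 held 3 HOM and 2 WT animals, and batch 3 held 2 HOM and 3 WT animals. The count was 0 within batch 1, 1754 within batch 3 and 584 with batch as covariate, and the last held 57 of the 57 genes. It was about 6.7e+02 with DESeq2 (given to 2 digits, 303 higher and 369 lower), 572 with the animal as block, 591 in a fit of all ages, 680 in a fit of only the groups compared and 0 with rescaled p-values at an FDR of 0.1. Leaving out 1 animal moved it to 274 (E18.5_WT_449), 14 (E18.5_HOM_728), 12 (E18.5_HOM_454 and E18.5_WT_456) and 4 (E18.5_HOM_461). It was 3 without E18.5_HOM_455, E18.5_WT_732 or E18.5_WT_735, 2 without E18.5_HOM_730 and 0 without E18.5_WT_709.

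As a group, cell cycle genes were higher in E18.5 HOM than in WT, with 38 of 40 members higher and a median log2 difference of 0.61. Of these 40, 1 (Cdca7) rose over all genes tested and 34 adjusted over the list alone. Cdc6, a replication licensing factor, was at 0.82 ± 0.18 and the helicase subunits Mcm3 and Mcm6 at 0.53 ± 0.14 and 0.36 ± 0.09. The list passed camera (adjusted p = 8.8e-27), and the call was lost with an estimated correlation (adjusted p = 0.36). Within batches 1 and 3 the median was 0.08 and 0.97. Per animal the score was 4.21 ± 0.16 in HOM and 3.65 ± 0.29 in WT (SD, n = 5 each, exact permutation p = 0.0238, adjusted over lists 0.278). Radial glia genes, markers of cortical stem cells, had 25 of 30 members higher (median 0.49, adjusted p = 0.36 with an estimated correlation, 0 called over all genes and 3 adjusted over the list alone), with Prom1 at 0.61 ± 0.14 and Pax6 at 1.30 ± 0.37. Intermediate progenitor and new neuron genes had 20 of 23 members higher (median 0.37, adjusted p = 0.43 with an estimated correlation, 0 called over all genes and 2 adjusted over the list alone), with Gadd45g, a growth arrest gene, at 0.81 ± 0.24. GABAergic interneuron genes had 25 of 27 higher (median 0.43, adjusted p = 0.44 with an estimated correlation) and astrocyte genes 17 of 22 (median 0.45, adjusted p = 0.52 with an estimated correlation), with 0 called in either list. The camera adjusted p was 4.6e-08, 1.5e-05, 1.5e-05 and 0.0027 for these 4 lists. Their medians within batches 1 and 3 were 0.14 and 0.53, −0.20 and 0.76, 0.61 and 0.13, and 0.39 and 0.12, so the direction of the intermediate progenitor list turned in batch 1.

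Markers of other cell types and tissues moved beside these groups in the same E18.5 HOM animals. Microglia genes were higher in 20 of 20 members (median 0.69, adjusted p = 8.9e-09, adjusted p = 0.36 with an estimated correlation), with Trem2 at 0.75 and Itgam at 0.74. Thalamus genes were higher in 10 of 15 (median 0.28, adjusted p = 0.023, adjusted p = 0.52 with an estimated correlation). In that list 2 were called adjusted over the list alone and 0 over all genes. Choroid plexus genes were higher in 9 of 9 (median 0.80, adjusted p = 0.099) and striatum genes in 14 of 18 (median 0.65, adjusted p = 0.13), and neither list passed. Cytosolic ribosomal protein genes were higher in 81 of 82 (median 0.18, adjusted p = 2e-07, adjusted p = 0.71 with an estimated correlation). Oxidative phosphorylation genes were higher in 74 of 79 (median 0.10, adjusted p = 0.0029, adjusted p = 0.78 with an estimated correlation). In each of these 2 lists 0 members were called. Endothelial genes were lower in 17 of 19 (median −0.27, adjusted p = 9.9e-05, adjusted p = 0.43 with an estimated correlation), with the VEGF receptor gene Flt1 at −0.45. OPC genes were lower in 9 of 11 (median −0.30, adjusted p = 0.00027, adjusted p = 0.41 with an estimated correlation). Of these, 3 were called adjusted over the list alone and 0 over all genes, with Sox10 at −0.64 ± 0.17. For microglia the median within batches 1 and 3 was 0.50 and 0.63, and it was 0.30 and 0.48 for thalamus, −0.24 and −0.28 for endothelial and 0.04 and −0.76 for OPC genes. It was −0.04 and 0.43 for ribosomal protein and −0.01 and 0.23 for oxidative phosphorylation genes.

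Presynaptic, postsynaptic, potassium channel and calcium channel genes were lower as groups in E18.5 HOM. Presynaptic genes had 28 of 34 members lower (median −0.25, adjusted p = 0.36 with an estimated correlation), with 0 called over all genes and 15 lower and 1 higher adjusted over the list alone. Syt1, the calcium sensor of vesicle release, was at −0.37, while Slc17a6, a vesicular glutamate transporter also in the thalamus list, was the higher one at 0.53 ± 0.13. Glutamatergic postsynapse genes had 27 of 35 lower (median −0.21, adjusted p = 0.36 with an estimated correlation), with 4 lower adjusted over the list alone, among them the NMDA receptor subunit Grin1 at −0.67 ± 0.15 and Dlgap1 at −0.35 ± 0.08. Potassium channel genes had 38 of 48 lower (median −0.19, adjusted p = 0.41 with an estimated correlation), with 5 lower adjusted over the list alone and Kcnma1 at −0.59 ± 0.16. Calcium channel genes had 11 of 15 lower (median −0.27, adjusted p = 0.52 with an estimated correlation) and deep layer neuron genes 14 of 19 (median −0.13, adjusted p = 0.36 with an estimated correlation), with 0 called in either way of adjusting. The camera adjusted p of these 5 lists was 8.9e-09, 4.1e-06, 1.5e-05, 0.011 and 0.040. By batch (1 and 3), the median was −0.07 and −0.39 for presynaptic, −0.07 and −0.27 for glutamatergic postsynapse, 0.05 and −0.43 for potassium channel, −0.08 and −0.26 for calcium channel and −0.13 and −0.09 for deep layer neuron genes. Upper layer neuron genes did not pass as a list (median −0.02, adjusted p = 0.13), and 3 members were lower adjusted over the list alone, including Mef2c at −0.52 ± 0.11 and Rasgrf2 at −1.12 ± 0.27.

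Other lists did not pass in E18.5 HOM. WNT pathway genes had a median of −0.01 (adjusted p = 0.99) over 48 members, of which Fzd9 fell over all genes. Adjusted over the list alone 1 was higher and 4 lower, with the WNT inhibitor Nkd2 at −0.52 ± 0.12 and the WNT agonist Rspo2 at −0.62 ± 0.15. NOTCH pathway genes had a median of 0.02 (adjusted p = 0.82), with 1 lower adjusted over the list alone. Autism risk genes had a median of −0.06 (adjusted p = 0.11), with 1 higher, Phf21a at 0.50 ± 0.11, and 1 lower adjusted over the list alone. Medians were −0.07 for sodium channel (adjusted p = 0.13), 0.32 for erythroid (adjusted p = 0.25), −0.06 for mural (adjusted p = 0.38) and 0.16 for mitochondrially encoded genes (adjusted p = 0.55). They were −0.05 for immediate early (adjusted p = 0.59), 0.05 for oligodendrocyte (adjusted p = 0.64), −0.01 for muscle (adjusted p = 0.75) and −0.03 for fibroblast and meninges genes (adjusted p = 0.80). The camera direction went against the sign of the median in the WNT, oligodendrocyte and fibroblast lists. Of 30 lists, 16 passed in this comparison, and 0 held with an estimated correlation or with fry, whose smallest adjusted p was 0.0747. With each animal left out in turn, 5 of the 16 lost the call at least once. These 5 were the thalamus, oxidative phosphorylation, ribosomal protein, deep layer neuron and calcium channel lists.

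**Figure D2:**
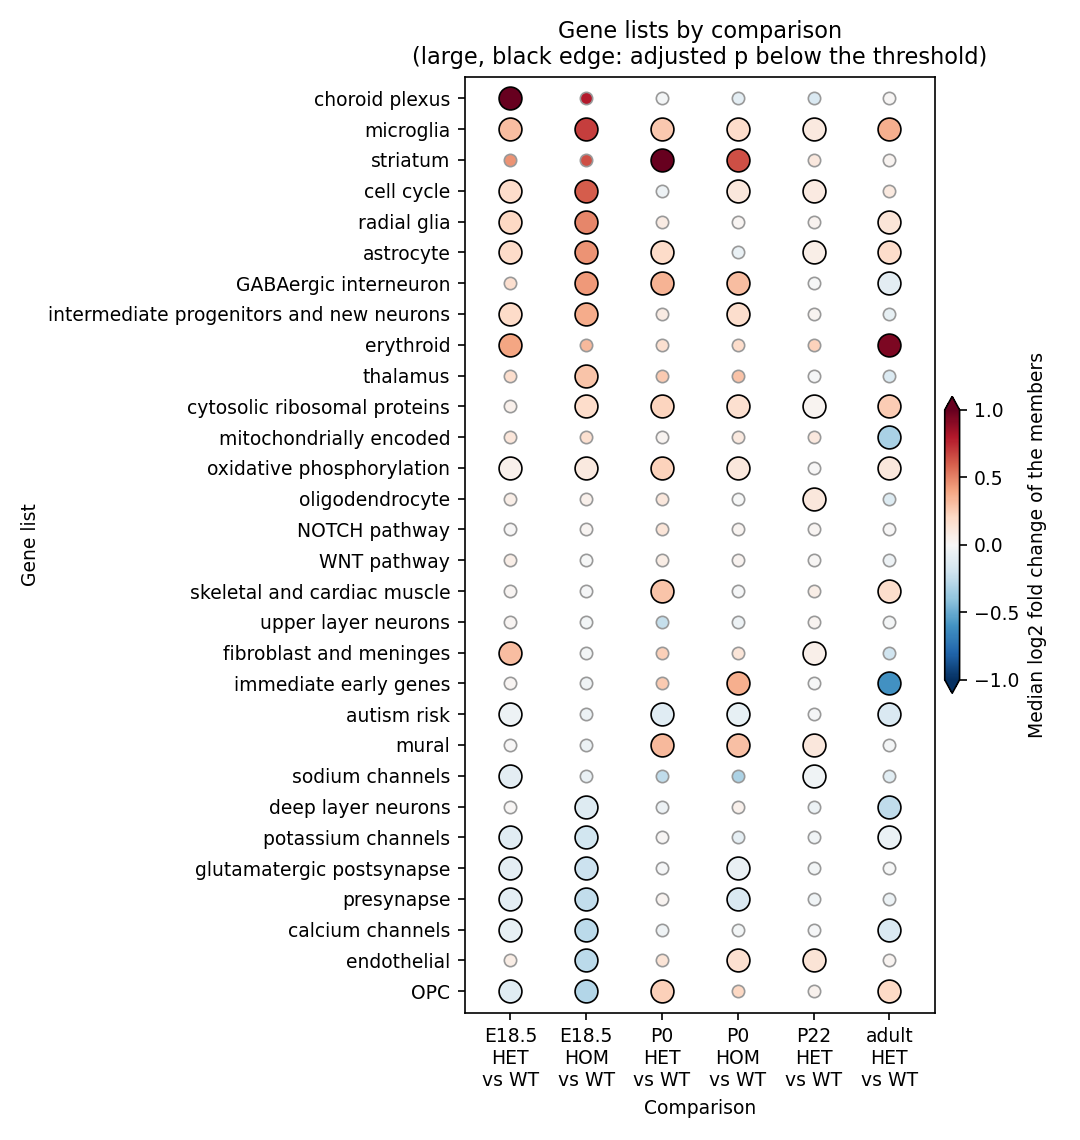
Median log2 fold change of the members of each gene list (colour) in each comparison with WT, with large black-edged points where camera with a preset correlation gave an adjusted p under 0.05. In E18.5 HOM, 16 of 30 lists passed, among them cell cycle genes with a median of 0.61 and microglia genes with 0.69, and 0 held with an estimated correlation.

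In E18.5 HET cortex, no gene passed the test against WT. Myt1l differed by 0.47 ± 0.12 (n = 6 HET against 5 WT, higher in 6 of 6), the presynaptic sensor Syt1 by −0.23 ± 0.10 and the neuronal transcription factor Mef2c by −0.22 ± 0.11. Cell cycle genes were higher in 39 of 40 members (median 0.18, adjusted p = 6.6e-10, adjusted p = 0.50 with an estimated correlation). With the choroid plexus score as covariate 18.7% of that median was kept, and 66.3% with the thalamus score. Microglia genes were higher in 20 of 20 (median 0.31, adjusted p = 1.4e-08, adjusted p = 0.45 with an estimated correlation). Choroid plexus genes were higher in 9 of 9 (median 2.07, adjusted p = 1.7e-06, adjusted p = 0.44 with an estimated correlation), with 5 higher adjusted over the list alone and 0 over all genes. Without animal E18.5_HET_459 they were higher in 8 of 9 (median 0.27, adjusted p = 0.0191, adjusted p = 0.71 with an estimated correlation). Their mean log2 CPM was 3.37 in that animal and −2.56 to −0.66 in the other 5. Without it the cell cycle median was 0.06 (adjusted p = 0.0169, adjusted p = 0.91 with an estimated correlation), and the radial glia, intermediate progenitor, astrocyte, fibroblast and meninges, OPC and calcium channel lists named below did not pass. Ttr, the thyroid hormone carrier made in choroid plexus, differed by 9.03 ± 3.19, with 2394 CPM in animal E18.5_HET_459, and by 1.76 without that animal. Presynaptic (median −0.10), potassium channel (−0.12) and glutamatergic postsynapse genes (−0.09) were lower, with camera adjusted p of 2.9e-08, 1.1e-07 and 3.2e-07. The adjusted p = 0.44 with an estimated correlation in each. Radial glia (0.21), intermediate progenitor (0.19), astrocyte (0.19), fibroblast and meninges (0.31), erythroid (0.39) and oxidative phosphorylation genes (0.05) were higher, at adjusted p of 0.040 or less. For these the adjusted p = 0.50 with an estimated correlation, or 0.88 for oxidative phosphorylation, which was called as lower without E18.5_HET_460 (median −0.05, adjusted p = 4.12e-05, adjusted p = 0.76 with an estimated correlation). Autism risk (−0.05), sodium channel (−0.11), OPC (−0.12) and calcium channel genes (−0.08) were lower, at adjusted p of 0.028 or less. For these 4 lists, too, the adjusted p = 0.50 with an estimated correlation, and in all 10 lists 0 members were called in either way of adjusting. Without E18.5_HET_460 the autism risk (adjusted p = 0.99), calcium channel (0.99), sodium channel (0.20) and astrocyte lists (0.28) did not pass. With edgeR 0 of 18173 genes passed and 288 had an unadjusted p under 0.05, where 909 are expected by chance. With DESeq2 the count was 0, and with edgeR also 0 within batch 1, within batch 3, with batch as covariate and with the animal as block, and 18 in a fit of all ages and 7 with rescaled p-values at an FDR of 0.1. Within batches 1 and 3 the cell cycle median was −0.07 and −0.02, the microglia median 0.55 and −0.29 and the choroid plexus median 2.01 and −0.50. All batch 3 values of E18.5 HET rested on 1 HET animal, the male E18.5_HET_733, since the WT and HOM animals of that batch were male. The median turned in at least 1 batch for radial glia (0.02 and −0.21), intermediate progenitor (−0.15 and 0.13), fibroblast and meninges (−0.33 and −0.51), erythroid (−0.36 and −0.06) and astrocyte genes (0.46 and −0.60). It also did so for presynaptic (0.00 and −0.10), OPC (0.17 and −0.22), calcium channel (−0.17 and 0.05), autism risk (−0.09 and 0.11) and oxidative phosphorylation genes (0.15 and −0.06).

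HOM and HET were compared with each other at E18.5 to ask what the second mutant copy adds. Rftn2 (0.90 ± 0.15), Mmp14 (0.85 ± 0.14), Cdca7 (0.72 ± 0.14) and Mab21l3 (1.33 ± 0.25) were higher and Iffo2 (−0.48 ± 0.08) was lower in 5 of 5 HOM animals than the mean of 6 HET animals. None of them passed with edgeR (adjusted p = 0.202 for Rftn2, Mmp14 and Iffo2, and 0.263 for Cdca7 and Mab21l3). Cell cycle genes were higher in 39 of 40 members (median 0.39, adjusted p = 0.56 with an estimated correlation, 1 called adjusted over the list alone and 0 over all genes), as were radial glia (0.23), intermediate progenitor (0.21), GABAergic interneuron (0.28), microglia (0.28), ribosomal protein (0.14) and oxidative phosphorylation genes (0.05), at an adjusted p = 0.56 to 0.88 with an estimated correlation. Endothelial genes were lower in 18 of 19 (median −0.36, adjusted p = 0.56 with an estimated correlation, 4 called adjusted over the list alone and 0 over all genes), as were presynaptic (−0.14), glutamatergic postsynapse (−0.13), potassium channel (−0.07) and OPC genes (−0.22), at an adjusted p = 0.56 to 0.75 with an estimated correlation. These 12 lists passed camera, with an adjusted p from 6.4e-24 for cell cycle to 0.0498 for potassium channels. By edgeR 0 of 18173 genes passed and 1181 had an unadjusted p under 0.05, where 909 are expected by chance, and with DESeq2 43 passed. The edgeR count was 0 within batch 1, 27 within batch 3, 12 with batch as covariate, 10 with the animal as block, 35 in a fit of all ages and 1 without E18.5_HET_459.

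In P0 HOM prefrontal cortex, Kcna1, Npy and Mmp14 were among 9 genes that rose against WT, and Sstr1 was the 1 gene that fell. That excess of rises did not hold under every alternative, as given below. Kcna1, a voltage-gated potassium channel subunit (ENSMUSG00000047976.4, chromosome 6, 126640397 to 126646384), rose from 5.37 ± 1.5 CPM (SD, n = 4) to 13.5 ± 1.71 CPM (n = 6), a log2 change of 1.33 ± 0.18 (adjusted p = 0.00472). Npy, a neuropeptide of interneurons (ENSMUSG00000029819.6, chromosome 6, 49822710 to 49829507), rose from 97.1 ± 20.9 to 175 ± 26.2 CPM, a log2 change of 0.84 ± 0.14 (adjusted p = 0.034). Mmp14 rose from 31.0 ± 3.24 to 47.4 ± 5.26 CPM (0.64 ± 0.10, adjusted p = 0.0155) and Sstr1 fell from 23.5 ± 3.82 to 10.8 ± 2.06 CPM (−1.08 ± 0.16, adjusted p = 0.00713). Further rises were those of Myt1l (1.11 ± 0.10), the kinesin-family gene Kif26a (0.79 ± 0.13), the transmembrane collagen Col23a1 (0.77 ± 0.14), the quinone oxidoreductase Cryz (0.75 ± 0.13), Ier5l (0.75 ± 0.11) and the receptor phosphatase Ptpru (0.58), which was named after its values were seen. Those genes other than Ptpru lay on the same side of the WT mean in 6 of 6 HOM animals. Myt1 (0.25 ± 0.11), Sox2 (0.10 ± 0.18), Eomes (−0.62 ± 0.40), Id3 (0.35 ± 0.13), Hes1 (0.28 ± 0.24) and Tubb3 (0.15 ± 0.15) did not pass.

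In P0 HOM against WT, 1774 of 18350 genes had an unadjusted p under 0.05, where 918 are expected by chance. Other splits of the same animals into groups of these sizes gave up to 5021. With edgeR 10 genes passed, 9 higher and 1 lower. The count was 171 with DESeq2 (125 higher, 46 lower), 277 with the animal as block (173 higher, 104 lower), 198 in a fit of all ages (102 higher, 96 lower), 1 in a fit of only the groups compared and 1 with rescaled p-values at an FDR of 0.1. It was 57 within batch 1, sharing 0 of the 10 genes, 0 within batch 3 and 27 with batch as covariate (23 higher, 4 lower), which held all 10 of them. With the thalamus score as covariate it was 45 (25 higher, 20 lower), with the fibroblast and meninges score 48 (29 higher, 19 lower), with the striatum score 16 (15 higher, 1 lower) and with the choroid plexus score 10 (9 higher, 1 lower). In batch 1 the 2 WT animals were male and the 2 HOM animals female, so that sex there rests on the 2 HET animals and its effect is hard to part from that of genotype. Leaving out 1 animal moved it to 3 (P0_WT_311), 5 (P0_HOM_318, P0_HOM_670 and P0_HOM_690), 6 (P0_WT_704), 17 (P0_WT_674) and 21 (P0_HOM_701).

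GABAergic interneuron genes were higher in P0 HOM in 23 of 28 members (median 0.31, adjusted p = 2.6e-06, adjusted p = 0.31 with an estimated correlation). Of these 1, Npy, rose over all genes and 6 adjusted over the list alone, with the interneuron transcription factors Lhx6 at 0.39 ± 0.10 and Dlx2 at 0.44 ± 0.13. Striatum genes were higher in 17 of 18 (median 0.65, adjusted p = 2.6e-06, adjusted p = 0.65 with an estimated correlation). Of these 0 were called over all genes and 1 adjusted over the list alone, Ppp1r1b, a phosphatase inhibitor of striatal neurons, at 1.27 ± 0.27. In batches 1 and 3 the striatum median was 2.15 and 0.02 and the interneuron median 0.59 and 0.14. Presynaptic (−0.15), glutamatergic postsynapse (−0.07) and autism risk genes (−0.08) were lower in P0 HOM, while immediate early (0.36), ribosomal protein (0.16), oxidative phosphorylation (0.11), intermediate progenitor (0.17), mural (0.30), endothelial (0.16), microglia (0.18) and cell cycle genes (0.12) were higher. These lists passed at adjusted p from 3.1e-05 to 0.039 and had an adjusted p = 0.65 to 0.76 with an estimated correlation. Adjusted over the list alone, immediate early and intermediate progenitor genes each had 4 higher and 1 lower, and endothelial and autism risk genes 1 higher each. The others had 0, and over all genes each of these lists had 0. By batch (1 and 3), the median was −0.01 and 0.72 for immediate early, −0.05 and 0.12 for ribosomal protein, −0.33 and −0.16 for presynaptic, 0.21 and 0.33 for intermediate progenitor and 0.42 and 0.23 for cell cycle genes. It was 0.38 and 0.00 for endothelial, 0.34 and 0.07 for mural, 0.23 and 0.14 for microglia, 0.03 and 0.00 for oxidative phosphorylation, −0.20 and −0.06 for glutamatergic postsynapse and −0.22 and −0.03 for autism risk genes. Of 30 lists 13 passed, and 0 held with an estimated correlation or with fry. With each animal left out in turn, 7 of the 13 lost the call at least once. These 7 were the cell cycle, glutamatergic postsynapse, endothelial, mural, microglia, autism risk and oxidative phosphorylation lists.

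In P0 HET cortex, no gene passed against WT. Kcna1 differed by 0.93 ± 0.17, Myt1l by 0.43 ± 0.09, Id3, an inhibitor of differentiation factors, by 0.48 ± 0.13 and Fzd3, a WNT and axon guidance receptor, by −0.53 ± 0.12. Each lay on the same side of the mean of 4 WT animals in 6 of 6 HET animals (adjusted p = 0.2 for all 4). Oxidative phosphorylation genes were higher in 79 of 79 members (median 0.23, adjusted p = 1.6e-12, adjusted p = 0.72 with an estimated correlation), with Cox8a at 0.29 ± 0.09. Ribosomal protein genes were higher in 80 of 81 (median 0.22, adjusted p = 7.9e-08, adjusted p = 0.74 with an estimated correlation). Striatum genes were higher in 17 of 18 (median 1.02, adjusted p = 2.7e-08, adjusted p = 0.55 with an estimated correlation), with 4 called adjusted over the list alone and 0 over all genes. Within batches 1 and 3 their median was 1.68 and 0.31. All batch 1 values of P0 HET rested on 1 HET animal, the male P0_HET_317, since the WT animals of that batch were male. Of striatum genes named after their values were seen, the dopamine receptor gene Drd2 was at 1.24 ± 0.58, the opioid peptide gene Penk at 1.25 ± 0.52 and the transcription factor Isl1 at 1.98 ± 0.95, while Drd1 was at 0.24 ± 0.15 and Pde10a, a phosphodiesterase of striatal neurons, at −0.22 ± 0.11. GABAergic interneuron genes were higher in 24 of 28 (median 0.35, adjusted p = 5.4e-06, adjusted p = 0.45 with an estimated correlation), with Npy at 0.61 ± 0.14, the 1 member called adjusted over the list alone. Mural genes were higher in 13 of 15 (median 0.32, adjusted p = 0.55 with an estimated correlation, 5 called adjusted over the list alone and 0 over all genes), with Tagln at 0.83 ± 0.25 and Des at 0.84 ± 0.26. Microglia (0.27), muscle (0.29), astrocyte (0.19) and OPC genes (0.24) were higher and autism risk genes (−0.12) lower. With the mural list, these had an adjusted p from 6.6e-05 to 0.022 and an adjusted p = 0.55 to 0.74 with an estimated correlation. Astrocyte genes had 2 members and muscle genes 1 higher adjusted over the list alone and 0 over all genes. Leaving out 1 animal, the astrocyte list lost its call in 4 of 10 cases (adjusted p = 0.45 without P0_WT_704). The OPC list lost its call in 3 of 10 (adjusted p = 0.089 without P0_HET_317). By batch (1 and 3), the median was 0.14 and 0.15 for oxidative phosphorylation, 0.02 and 0.17 for ribosomal protein, 0.32 and 0.29 for interneuron and 0.59 and 0.22 for mural genes. It was 0.17 and 0.28 for microglia, 0.25 and 0.22 for muscle, 0.20 and 0.19 for astrocyte, 0.40 and 0.07 for OPC and −0.18 and −0.08 for autism risk genes. By edgeR 0 of 18350 genes passed and 2954 had an unadjusted p under 0.05, where 918 are expected by chance, and with DESeq2 166 passed. The edgeR count was 61 within batch 1, 0 within batch 3, 0 with batch as covariate, 500 with the animal as block and 739 in a fit of all ages.

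Between P0 HOM and HET, Myt1l was the gene that passed, at 0.68 ± 0.08 (adjusted p = 0.00248, higher in 6 of 6 HOM animals than the mean of 6 HET animals). Phf21a, a histone reader and autism risk gene, was higher by 0.48 ± 0.08, and the ubiquitin ligase Trim62 (−0.54 ± 0.09), Habp4 (−0.51 ± 0.09) and Gas6, a ligand of receptor tyrosine kinases (−0.43 ± 0.08), were lower, each at an adjusted p of 0.0551. Presynaptic genes were lower in HOM in 30 of 34 members (median −0.20, adjusted p = 5.5e-09, adjusted p = 0.65 with an estimated correlation), with 3 adjusted over the list alone and 0 over all genes. Cell cycle (0.20) and intermediate progenitor genes (0.12) were higher, and astrocyte (−0.23), muscle (−0.32) and oxidative phosphorylation genes (−0.13) lower, at adjusted p of 0.028 or less. For these 5 lists the adjusted p = 0.66 to 0.90 with an estimated correlation. By edgeR 1 of 18350 genes passed and 1958 had an unadjusted p under 0.05, where 918 are expected by chance. The count was 0 within each batch, 48 with batch as covariate, 230 with DESeq2, 170 with the animal as block and 163 in a fit of all ages. Leaving out 1 animal moved it to 85 (P0_HOM_690), 25 (P0_HET_317) and 3 (P0_HOM_318 and P0_HET_693). The 6 lists became 12 without P0_HOM_324, 11 without P0_HOM_318 or P0_HET_693 and 10 without P0_HET_306.

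The HOM effects at both ages were then set side by side. Myt1l, Mmp14 and Cryz rose and Sstr1 fell at both E18.5 and P0, which were 4 shared calls where 0.016 are expected from independent lists. The WT animals differed between the ages. Of the 57 genes called at E18.5, 56 had the same sign at P0, or 98.2%, against 58.5% of all genes, and the exception was Ptx3 with −0.30 at P0. Across all genes the log2 changes of both ages correlated with r = 0.234, where genes are not independent replicates. In the test of the difference between the ages, which was chosen after the data were examined, the 5 genes with the smallest p included Bean1 (0.96 ± 0.23) and Stkld1 (2.64 ± 0.63), with an adjusted p of 0.63. In that test edgeR passed 0 of 19047 genes, 1193 had an unadjusted p under 0.05 (952 expected by chance), and DESeq2 passed 0.

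**Figure D3:**
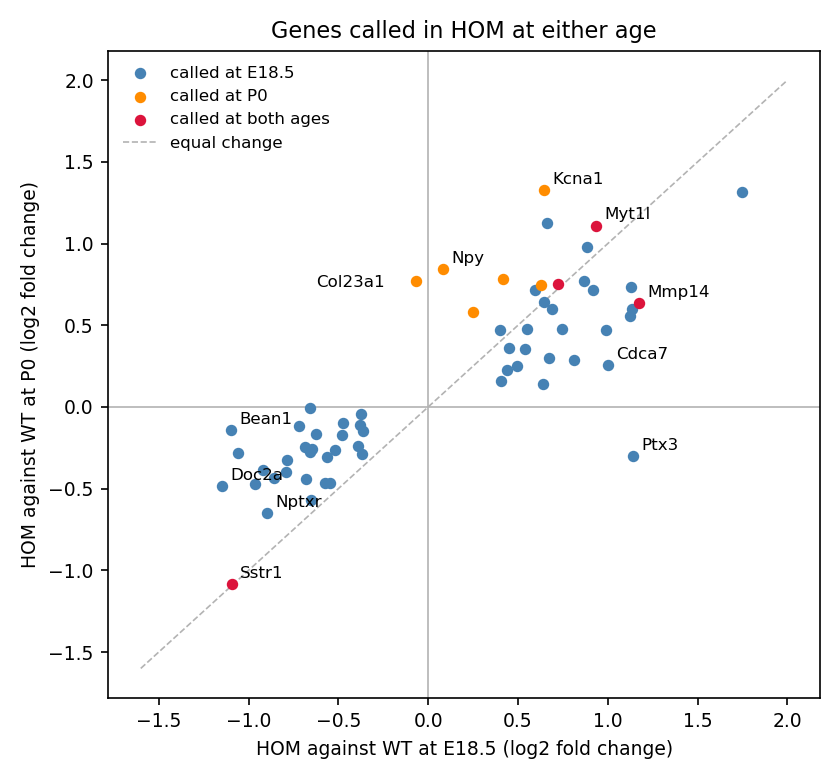
Log2 fold change of HOM against WT at E18.5 (x axis) and at P0 (y axis) for genes called at either age, coloured by the age of the call, with a dashed line of equal change. Of the 57 genes called at E18.5, 56 had the same sign at P0.

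The size of HET changes relative to HOM changes was estimated over genes called in HOM. With separate WT animals for HET and HOM, the slope of HET on HOM log2 changes was 0.12 at E18.5, over the 4 of 20 splits of the WT animals that left at least 3 called genes (−0.17 to 0.15, over 3, 5, 25 and 784 genes), and 0.12 at P0, over 2 of 6 splits (−0.08 to 0.31, over 452 and 7 genes). With the same WT animals for both, it was 0.31 at E18.5 over 70 genes and 0.54 at P0 over 12 genes. The correlation of HET and HOM changes across genes was then 0.666 at E18.5 and 0.636 at P0, where groups simulated without change against shared WT animals gave 0.529 and 0.584, and with separate WT animals the median over splits was 0.21 and 0.30. The covariance was 0.0431 against a simulated 0.0372 at E18.5 and 0.0599 against 0.0343 at P0. With separate WT animals, the slope was 0.16 at E18.5 and 0.26 at P0 with batch as covariate, and 0.17 and 0.29 over all genes. The negative slopes among the splits came from the split that set the WT animals apart by batch, and so also by sex, at each age. Leaving out 1 animal, in fits without batch, moved the slope between −0.26 and 0.20 at E18.5 and between −0.18 and 0.29 at P0, so its sign was not settled at either age in those fits. With batch as covariate, no animal was left out for the slope. The splits then gave −0.20 to 0.34 at E18.5 and −0.03 to 0.33 at P0, negative only in the split that set the WT animals apart by batch.

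In P22 HET prefrontal cortex, Myt1l was higher than in WT by 0.32 ± 0.05 in 6 of 6 animals (adjusted p = 0.879 over all genes, and 0.0191 with batch as covariate, then the 1 gene to pass). The NMDA receptor subunit Grin3a (−0.22 ± 0.06) and the potassium channel partner Kcnip4 (−0.18 ± 0.06) were lower and did not pass (adjusted p = 1.00). Endothelial genes were higher in 19 of 20 members (median 0.14, adjusted p = 2.3e-09, adjusted p = 0.82 with an estimated correlation), with 0 called in either way of adjusting. Oligodendrocyte (0.11), mural (0.11), microglia (0.10), cell cycle (0.09), astrocyte (0.07), fibroblast and meninges (0.06) and ribosomal protein genes (0.03) were higher and sodium channel genes (−0.04) lower, at adjusted p of 0.036 or less. For these lists the adjusted p = 0.82 to 0.92 with an estimated correlation, and 0 members were called in either way of adjusting. By edgeR 0 of 18584 genes passed and 264 had an unadjusted p under 0.05, where 929 are expected by chance, and 1 passed with DESeq2, 2 with the animal as block and 106 with rescaled p-values at an FDR of 0.1. By batch (1 and 3), the median was 0.23 and 0.05 for endothelial and −0.16 and 0.30 for fibroblast and meninges genes, the median of the other 7 lists kept its direction in both, and the gene count was 0 in both. Leaving out 1 animal moved the 9 lists to 3 (P22_HET_444), 5 (P22_WT_686), 14 (P22_HET_446 and P22_WT_447) and 15 (P22_HET_688), and of the 9 only the endothelial list passed whichever animal was left out.

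The P22 HET effect was also compared between males and females, since the study describes a social phenotype in males. The genes with the smallest p were AV039307 (male minus female effect 1.90 ± 0.38), the zinc finger gene Zfp459 (−0.89 ± 0.18) and the guidance gene Sema5b (0.68 ± 0.15), none of which passed (adjusted p = 1.00). By edgeR 0 of 19267 genes passed and about 3.1e+02 (given to 2 digits) had an unadjusted p under 0.05, where 963 are expected by chance, with DESeq2 0 passed, and 1 passed with batch as covariate.

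In adult prefrontal cortex, HET animals (n = 6) had no gene that passed against WT (n = 3). Cplx2, a complexin of the presynaptic release machinery, was higher by 0.23 ± 0.06 in 6 of 6 HET animals, the chromatin gene Kdm6b lower by −0.83 ± 0.27 and the clock gene Per1 lower by −0.64 ± 0.23 (adjusted p = 0.616 for Cplx2). Ribosomal protein genes were higher in 81 of 82 members (median 0.26, adjusted p = 1.4e-23, adjusted p = 0.46 with an estimated correlation). Microglia genes were higher in 19 of 20 (median 0.37, adjusted p = 1.1e-09, adjusted p = 0.46 with an estimated correlation). Immediate early genes were lower in 23 of 24 (median −0.60, adjusted p = 2.9e-06, adjusted p = 0.49 with an estimated correlation, adjusted p = 0.21 with batch as covariate), with the phosphatase Dusp5 at −1.03. Without animal adult_WT_B78 that list was called as higher (median 0.17, adjusted p = 0.00117, adjusted p = 0.67 with an estimated correlation). Autism risk genes were lower in 45 of 50 (median −0.15, adjusted p = 5.8e-08, adjusted p = 0.46 with an estimated correlation). Oxidative phosphorylation (0.11), astrocyte (0.18), erythroid (0.94), radial glia (0.13), OPC (0.20) and muscle genes (0.18) were higher, and calcium channel (−0.15), mitochondrially encoded (−0.32), deep layer neuron (−0.26), GABAergic interneuron (−0.11) and potassium channel genes (−0.07) lower. These lists had an adjusted p of 0.039 or less and an adjusted p = 0.46 to 0.65 with an estimated correlation, and 0 members were called in either way of adjusting. With each animal left out in turn, 7 lists lost the call at least once. These 7 were the radial glia, OPC, muscle, mitochondrially encoded, deep layer neuron, GABAergic interneuron and potassium channel lists. By edgeR 0 of 19043 genes passed, with DESeq2 0 and with the animal as block 2. An unadjusted p under 0.05 was found for 1171 genes, where 952 are expected by chance. Splitting the same animals in other ways gave up to 8974. All WT animals were in batch 1, where the comparison with 3 HET animals gave 0 calls. Within batch 1 the median was 0.06 for ribosomal protein, 0.11 for microglia, −0.19 for immediate early and −0.05 for autism risk genes. With batch as covariate the direction of the muscle, mitochondrially encoded, deep layer neuron, GABAergic interneuron and oligodendrocyte lists turned. Deep layer neuron genes were then called as higher (adjusted p = 0.0149, adjusted p = 0.71 with an estimated correlation). So were oligodendrocyte genes, which had not passed without it (adjusted p = 1.29e-25, adjusted p = 0.19 with an estimated correlation).

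To ask whether the HET effect differed between ages, its average over P22 and adult was compared with that over E18.5 and P0. The smallest p was that of the predicted gene Gm14403 (late minus early 0.90 ± 0.19, adjusted p = 0.46). Among the next were Zmynd12 (−1.90 ± 0.50) and Armc10, a mitochondrial armadillo protein (0.24 ± 0.07), with an adjusted p of 1.00. With edgeR 0 of 20763 genes passed and 968 had an unadjusted p under 0.05, where 1038 are expected by chance, and with DESeq2 2 passed. The edgeR count was 96 within batch 1 and 0 with batch as covariate, and late ages were prefrontal cortex while E18.5 was whole cortex.

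Per animal, cell cycle and striatum scores spread with batch as well as genotype. The striatum score at P0 was 4.74 ± 0.33 in HET (n = 6), 4.48 ± 0.57 in HOM (n = 6) and 3.84 ± 0.65 in WT (n = 4), with exact permutation p of 0.0238 (adjusted 0.119) and 0.133 (adjusted 0.607). The interneuron score at P0 was 4.55 ± 0.11 in HET against 4.21 ± 0.06 in WT (exact permutation p = 0.00952, adjusted 0.0952).

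**Figure D4:**
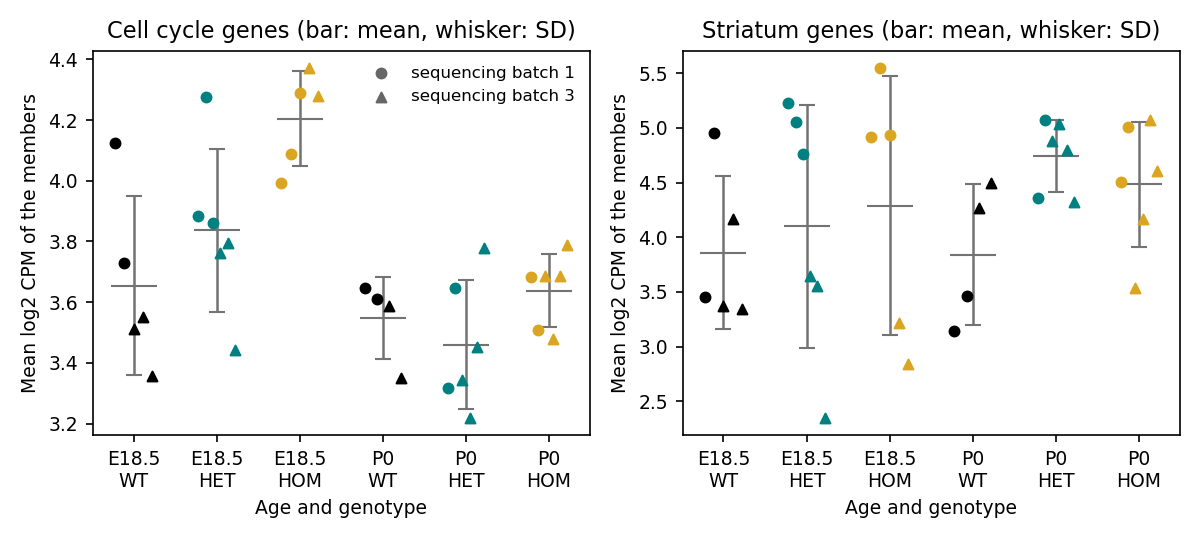
Mean log2 CPM of the cell cycle genes and of the striatum genes in each animal by age and genotype, with symbols for the sequencing batch, bars for group means and whiskers for the SD. The cell cycle score averaged 4.21 in E18.5 HOM and 3.65 in WT, and the striatum score 4.74 in P0 HET and 3.84 in WT.

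The authors' deposited table calls more genes at an adjusted p under 0.1 than the tests here. In E18.5 HOM, the authors' deposited table calls 2174 genes, of which 229 were among the 232 that passed here at that threshold and 1298 among the 1320 that passed with batch as covariate. It gives Myt1l a shrunken log2 change of 0.96. In P0 HOM, the authors' deposited table calls 510 genes, 201 of them lower and the others higher, which held all 37 that passed here and all 88 that passed with batch as covariate, and gives Myt1l 1.09. For HET, the authors' deposited table calls 4753 genes at E18.5, 1222 at P0, 2341 at P22 and 2245 in adults, against 0 here at each age, or 1 at P22 with batch as covariate. At an FDR of 0.05, DESeq2 called 166 genes here at P0, 1 at P22 and 0 at E18.5 and in adults. With p-values rescaled to an empirical null, at an FDR of 0.1, edgeR called 7 at E18.5, 106 at P22 and 0 at P0 and in adults. No bound was set on the fold change in these counts, while the study also applied a small one. The authors' deposited table has shrunken changes down to 2.59e-08 among the genes counted at E18.5, 6.19e-08 at P22 and 7.5e-08 in adults. Across genes, the rank correlation between the p-values of the authors' deposited table and those here was 0.816, 0.945, 0.864 and 0.376 for these 4 HET comparisons. For HOM at E18.5 and P0, that correlation with the authors' deposited table was 0.809 and 0.925. In the authors' deposited table Myt1l in HET has a shrunken log2 change of 0.43 at E18.5, 0.38 at P0, 0.31 at P22 and 2.1e-05 in adults.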

Values the study reported

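The study described the allele as a deletion of 7 bp in exon 6 of Myt1l, with a premature stop at amino acid 78. It inferred a truncated protein starting from a methionine at amino acid 99, which did not enter the nucleus. In EdU labelling, the share of cortical cells that left the cell cycle was about 37% lower in homozygous embryos at E15.5. The cortex at birth was about 10% thinner in heterozygous and 15% thinner in homozygous animals than in controls. In the bulk RNA sequencing of homozygous mutants, the study gave about 60% of direct MYT1L targets as higher than in controls. The figure it cites for this covers genes it called as changed. In heterozygous samples, the study found targets that rose and targets that fell.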

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

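The tests of sequencing batch for Myt1l and for cell cycle genes were chosen only after the result was seen. A further rule, that a value must pass its bound by more than its own spread, was applied after the values were seen and left the tests of stage and of batch for striatum genes undecided. That the reads of antisense neighbours decide nothing about Myt1l was also settled after their value was seen.

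The Myt1l transcript was higher in HOM at both ages and in HET at all ages but adult. The tables argue against normalisation as the cause, since the smallest HOM change under median-ratio or total-count scaling was 0.9266 (log2). They also argue against sequencing batch, with a smallest HOM change within a batch of 0.8798. Reads of neighbours stayed open, since the 2 genes that overlap Myt1l are antisense to it and the strand setting of the counts was not given, so that their own reads, worth 0.1843% of its gain, decide nothing. What raises the transcript stayed open too. The HET effect on Myt1l in adults was lower than that at E18.5 by −0.484, at P0 by −0.4518 and at P22 by −0.3597 in tests of the difference, with all adult WT animals in batch 1. Within batch 1 alone the HET effect was 0.08 ± 0.04 in adults against 0.34 ± 0.07 at P22, 0.31 ± 0.12 at P0 and 0.46 ± 0.16 at E18.5, so the adult estimate was the lowest there as well. The P0 value in batch 1 rested on 1 HET animal, as sex was a covariate. The difference between ages was not tested within batch 1. A difference in age may lie behind the lower adult effect, or in tissue for E18.5, the 1 age with whole cortex.

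Cell cycle genes were higher in E18.5 HOM (median 0.61). The call of this list was lost with an estimated correlation (smallest adjusted p of the 30 lists 0.36). Its score per animal did not pass once adjusted over lists. Other tissue in the dissection could not be excluded, since 73.92% of the median was kept with the score of the thalamus list as covariate (15 of 15 members also measured in WT cortex, 6 of them in other lists, with Slc17a6 at 53.1 CPM in HOM and 37.1 CPM in WT), and 78.0%, 89.8% and 98.7% with choroid plexus, striatum and fibroblast scores. An earlier stage at collection stayed open too, because the HOM change and the WT change from E18.5 to P0 correlated with r = −0.07934 across genes (median of 20 splits of the WT animals, SD 0.147), where genes are not independent replicates. Over the same splits, the cell cycle median changed by −0.131 in WT from E18.5 to P0 (−0.5009 to 0.1444), against 0.61 in HOM. These ages also differ in dissection, and WT cortex before E18.5 was not measured. The smaller HOM median within a batch was 0.08034 in batch 1 (3 HOM, 2 WT animals), with an SE of 0.198 for the score difference. In batch 3 (2 HOM, 3 WT animals) the HOM median was 0.97 with an SE of 0.0733. HOM and WT animals were in both batches, and in batch 3 both groups were male, so an offset between batches does not account for the difference there. The change differed between batches for a reason that was not tested, so the part of batch stayed open.

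Striatum genes were higher in P0 mutants, with a HET median of 1.02 and a HOM median of 0.65 that was 2.15 in batch 1 and 0.02 in batch 3. Per animal, the exact permutation p for HOM was 0.133 (adjusted 0.607). A varying amount of striatal tissue in the dissection is a candidate explanation, since the striatum genes varied together over the 16 P0 animals after group, sex and batch means were removed, with a median pairwise correlation of 0.5599 against a median of −0.0093 and an upper limit of 0.101 for random lists. Of 18 striatum genes, 17 were higher in HET. Among abundant ones Ppp1r1b was at 124 CPM in HET and 60.7 CPM in WT, Gng7 at 141 and 104 CPM and Foxp1 at 140 and 114 CPM. Meis2, the most abundant of the list, differed in HET by 0.15 ± 0.17 (log2), and Pde1b by 0.16 ± 0.11. Pde10a was the lower one, at 102 and 119 CPM, Drd1 was at 20.7 and 17.8 CPM, and Isl1 was at 23.7 ± 10.1 and 8.11 ± 9.05 CPM. All 18 genes of this list were also measured in WT cortex, Tac1 was shared with the interneuron list and Foxp1 with the autism risk list, and the labels name no sort that would remove such cells. The HET median was 1.68 in batch 1 (SE 0.366 for the score difference), and the smaller median, in batch 3, was 0.3092 (SE 0.477). With sex as covariate, the batch 1 median rested on 1 HET animal, P0_HET_317, so it does not settle whether the rise holds within a batch. With batch as covariate the list passed camera in HET (adjusted p = 9.215e-08, adjusted p = 0.50 with an estimated correlation) and in HOM (adjusted p = 4.15e-06, adjusted p = 0.65 with an estimated correlation). The size of the change differed between batches, so the part of batch stayed open.

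Animals far from the others of their group, by log2 CPM or mean log2 CPM of a list, numbered 15 of 357 values tested, where 17.85 are expected by chance. In P0 HET, P0_HET_317 had Mmp14 at 5.379 (others 5.128 to 5.21) and endothelial genes at 4.022 (others 3.815 to 3.842), and P0_HET_693 had sodium channel genes at 2.607 (others 3.099 to 3.38) and erythroid genes at 3.456 (others 2.523 to 2.734). In other P0 groups, P0_WT_704 had endothelial genes at 3.831 (others 3.697 to 3.714) and P0_HOM_324 had Mmp14 at 5.239 (others 5.539 to 5.711). In E18.5 HET, E18.5_HET_459 had choroid plexus genes at 3.375 (others −2.557 to −0.6639) and Doc2a at 3.987 (others 4.813 to 5.26). In that group, E18.5_HET_733 had Rftn2 at 2.2 (others 2.91 to 3.232), astrocyte genes at 2.64 (others 3.728 to 4.133) and immediate early genes at 1.921 (others 2.341 to 2.479), and E18.5_HET_457 had endothelial genes at 3.638 (others 4.02 to 4.237). In E18.5 HOM, E18.5_HOM_461 had fibroblast and meninges genes at 2.159 (others 0.909 to 1.237) and E18.5_HOM_728 had autism risk genes at 6.893 (others 7.117 to 7.19). At P22, P22_WT_685 had NOTCH pathway genes at 3.948 (others 4.052 to 4.113).

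Other splits of the same animals were counted with the real split included. Genes with an unadjusted p under 0.05 numbered up to 3408 in other splits for E18.5 HOM and 7226 for E18.5 HOM against HET. They numbered up to 4338 for P0 HET, 4487 for P0 HOM against HET and 4370 for the HOM effect between ages. Each exceeds the real count, so more such genes than expected by chance do not by themselves show an effect. Chance was excluded for the 57 genes of E18.5 HOM against WT, which 1 of 100 splits reached, and the highest other split gave 2. Without E18.5_WT_709 the 57 became 0. With p-values rescaled to an empirical null, the real split gave 0 (highest other 234), and a count of 0 says nothing about chance for the 57. With rescaled p-values chance was not excluded in E18.5 HET (7 genes, 14 of 100, highest other 758), P0 HOM (1 gene, 7 of 100, highest other 10) or P22 HET (106 genes, 8 of 100, highest other 261), and P0 HET and adult HET had 0. Without rescaling it was not excluded for the 10 genes of P0 HOM against WT (6 of 100 splits, highest other 1301) or the 1 gene of P0 HOM against HET (7 of 100, highest other 712), and in both the highest split held all 4 batch 1 animals on a single side, with 57 and 0 calls within batch 1 and 0 in both within batch 3. With 0 calls in the real split, all splits were as large in E18.5 HET (100 of 100, highest 4710), P0 HET (100 of 100, highest 535), P22 HET (100 of 100, highest 1328), adult HET (84 of 84, highest 7467), E18.5 HOM against HET (100 of 100, highest 4682), late minus early (100 of 100, highest 35) and the HOM effect between ages (100 of 100, highest 1). The highest splits that called 500 genes or more set batches apart, which points to a structure of the samples by batch, and within batch 1 and batch 3 the real split gave 0 and 0 in E18.5 HET, 61 and 0 in P0 HET, 0 and 0 in P22 HET and 0 and 27 in E18.5 HOM against HET, and 0 within batch 1 in adults. For the number of gene lists called, chance was not excluded in E18.5 HET (16 lists, 23 of 100 splits, highest other 21), E18.5 HOM (16 lists, 23 of 100, highest other 21), P0 HET (10 lists, 58 of 100, highest other 22), P0 HOM (13 lists, 25 of 100, highest other 19), P22 HET (9 lists, 86 of 100, highest other 23) or adult HET (15 lists, 19 of 84, highest other 20).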

How the results depend on the processing

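The values with tissue scores as covariates, with rescaled p-values, with each animal left out for lists, slopes, batch fits and late minus early, and for the HOM effect between ages were chosen after seeing the data, and the other alternatives before. For changes where no construction is named, the cause was not tested. With DESeq2 the gene counts were about 6.7e+02 in E18.5 HOM against WT (given to 2 digits, 303 higher and 369 lower), 171 in P0 HOM, 166 in P0 HET, 1 in P22 HET, 43 and 230 in HOM against HET at E18.5 and P0, and 2 in late minus early. Without a filter on low counts they were 36 in E18.5 HOM, 36 in P0 HOM, and 2 and 16 in HOM against HET at E18.5 and P0, and without a covariate 17 in P0 HOM and 13 in P0 HOM against HET. At an FDR of 0.1 they were 232 in E18.5 HOM, 37 in P0 HOM and 24 in P0 HOM against HET. With batch as covariate they were 584 in E18.5 HOM, 27 in P0 HOM, 12 and 48 in HOM against HET at E18.5 and P0, 1 in P22 HET and 1 in the P22 difference between sexes. In batch 1 alone, with fewer animals, they were 0 in E18.5 HOM, 57 in P0 HOM, 61 in P0 HET, 0 in P0 HOM against HET and 96 in late minus early, and in batch 3 alone 1754 in E18.5 HOM, 0 in P0 HOM, and 27 and 0 in HOM against HET at E18.5 and P0. With 1 library per animal they were 22 in E18.5 HOM and 16 in P0 HOM. Fitting only the groups compared gave 680 in E18.5 HOM and 1 in P0 HOM, and fitting all ages gave 18 in E18.5 HET, 591 in E18.5 HOM, 739 in P0 HET, 198 in P0 HOM, and 35 and 163 in HOM against HET at E18.5 and P0. Median-ratio size factors moved no gene count by over 1.5 times, with 52 in E18.5 HOM and 10 in P0 HOM. Of the 57 genes of E18.5 HOM, DESeq2 shared 56, the batch covariate 57, batch 3 alone 55 and size factors 48, and of the 10 genes of P0 HOM DESeq2 shared 10, the batch covariate 10 and batch 1 alone 0.

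Replicate numbers mark libraries of the same animal and pair no animals across groups. With libraries kept apart and the animal as block, 572 genes passed in E18.5 HOM, 277 in P0 HOM, 500 in P0 HET, 2 in P22 HET, 2 in adult HET, and 10 and 170 in HOM against HET at E18.5 and P0.

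With the striatum score as covariate the gene counts were 172 in E18.5 HOM, 14 in P0 HET and 16 in P0 HOM, and with the choroid plexus score 31 in E18.5 HOM. They were 21 in E18.5 HOM and 48 in P0 HOM with the fibroblast and meninges score, and 78 and 45 with the thalamus score. Of the 57 genes of E18.5 HOM, the striatum, thalamus, choroid plexus and fibroblast fits shared 57, 39, 28 and 21. Of the 10 genes of P0 HOM they shared 7, 10, 9 and 10, in the same order. With p-values rescaled to an empirical null, at an FDR of 0.1, they were 7 in E18.5 HET, 0 in E18.5 HOM, 1 in P0 HOM and 106 in P22 HET. With shared WT animals the slopes were 0.3095 at E18.5 and 0.5403 at P0, over all genes 0.1736 and 0.2932, and with batch as covariate 0.1647 and 0.2585. With an estimated correlation, and with fry, 0 lists were called in each of 8 comparisons. Of 240 list tests with batch as covariate, 199 kept direction and side of the threshold, 9 lost and 11 gained a call, 15 uncalled lists changed direction and 6 lists called in either fit did. The lists called were then 17 in E18.5 HET, 14 in E18.5 HOM, 11 in P0 HET, 13 in P0 HOM, 12 in P22 HET, 13 in adult HET, and 10 and 8 in HOM against HET at E18.5 and P0. The direction turned for mitochondrially encoded genes in E18.5 HET (adjusted p = 0.0342) and, in adults, for GABAergic interneuron (0.4408), deep layer neuron (0.0149), muscle (0.9564), oligodendrocyte (1.29e-25) and mitochondrially encoded genes (0.4408). Of 16454 values of named genes over all alternatives, 15516 kept their direction and side of the threshold, 205 lost and 431 gained a call, 302 uncalled values changed sign, and 0 called values did.

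Leaving out each animal in turn gave 0 to 274 genes in E18.5 HOM, 3 to 21 in P0 HOM, 0 to 1 and 1 to 85 in HOM against HET at E18.5 and P0, and 0 to 0 in E18.5 HET, P0 HET, P22 HET, adult HET, late minus early, the P22 difference between sexes and the HOM effect between ages. With batch as covariate it gave 77 (without E18.5_HOM_730) to 1038 (without E18.5_WT_449) in E18.5 HOM and 8 (without P0_WT_311) to 66 (without P0_HOM_690) in P0 HOM. The lists called were 11 to 21 in E18.5 HET, 14 to 19 in E18.5 HOM, 9 to 15 in P0 HET, 10 to 17 in P0 HOM, 3 to 15 in P22 HET, 11 to 18 in adult HET, 9 to 17 in E18.5 HOM against HET and 6 to 12 in P0 HOM against HET, and of the lists called with all animals, 7 of 16, 11 of 16, 8 of 10, 6 of 13, 1 of 9, 7 of 15, 7 of 12 and 5 of 6 kept call and direction whichever animal was left out, in the same order. The slopes were −0.257 to 0.1999 at E18.5 and −0.1774 to 0.2876 at P0. The smallest total per animal was 29.6 Mreads, and which genes depth limited was not tested.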

Other observations

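The values below were singled out after the data were seen. In P0 HOM, immediate early genes, which respond to neuronal activity, were higher in 20 of 24 members (median 0.36), with Fos at 1.59 and Egr1 at 1.82, and Bdnf, a neurotrophin gene, was lower at −1.15, all called adjusted over the list alone and not over all genes. The call of the immediate early list did not hold with an estimated correlation or with fry, and within batches 1 and 3 its median was −0.01 and 0.72. Upper layer neuron genes Cux1 and Cux2 were each at 0.49 in P0 HOM, and the deep layer gene Nr4a2 at −1.02 ± 0.29. The thalamus genes Lhx9 (−1.79) and Prkcd (0.73) differed in opposite directions in P0 HOM, each called adjusted over the list alone and not over all genes.

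In adults, the striatum gene Ppp1r1b was at 0.37 and the choroid plexus gene Ttr at −1.89 ± 0.44, the 2 members of any list called adjusted over the list alone at that age. In E18.5 HOM, Fzd2, a WNT receptor, was at 1.05 while Fzd4 and Fzd9 were at −0.50 and −0.86. The autism risk gene Phf21a, which codes for a histone reader, was at 0.50 in E18.5 HOM and 0.41 in P0 HOM.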
